# Chronic alcohol consumption from adolescence-to-adulthood in mice - hypothalamic gene expression changes in the dilated cardiomyopathy signaling pathway

**DOI:** 10.1186/1471-2202-15-61

**Published:** 2014-05-09

**Authors:** Hong Zou, Ke Wang, Yang Gao, Huaiguang Song, Qinglian Xie, Meilei Jin, Guoping Zhao, Huasheng Xiao, Lei Yu

**Keywords:** Chronic alcohol drinking, Self-administration, Adolescence, Mice, Gene expression, Hypothalamus

## Abstract

**Background:**

Adolescence is a developmental stage vulnerable to alcohol drinking-related problems and the onset of alcoholism. Hypothalamus is a key brain region for food and water intake regulation, and is one of the alcohol-sensitive brain regions. However, it is not known what would be the alcohol effect on hypothalamus following adolescent alcohol intake, chronically over the adolescent development, at moderate levels.

**Results:**

We employed a paradigm of chronic moderate alcohol intake from adolescence-to-adulthood in mice, and analyzed the alcohol effect on both behavioral and hypothalamic gene expression changes. A total of 751 genes were found and subjected to pathway analysis. The dilated cardiomyopathy (DCM) pathway was identified. The changes of ten genes under this pathway were further verified using RT-PCR. Chronic alcohol consumption during adolescence, even at moderate levels, led to a decrease of motor activity in mice, and also a concerted down regulation of signaling pathway initiating factor (SPIF) genes in the DCM signaling pathway, including β1-adrenergic receptor (Adrb1), Gs protein (Gnas), adenylyl cyclase 1 (Adcy1), and dihydropyridine receptor/L-type calcium channel (Cacna1d).

**Conclusions:**

These findings suggest that adolescent alcohol intake may trigger gene expression changes in the CNS that parallel those found in the dilated cardiomyopathy signaling pathway. If such effects also take place in humans, our findings would serve as a warning against alcohol intake in youth, such as by teens and/or college students.

## Background

Adolescence is a critical transitional stage during which youth mature into adulthood. This developmental stage is characterized by a continued brain remodeling, a process that is sensitive to the disrupting effects of alcohol [1,2]. Epidemiological studies indicate that adolescence is a developmental stage particularly vulnerable to alcohol drinking-related problems and the onset of alcoholism [3-7].

The brain is one of the major target organs of alcohol. Excessive alcohol exposure can lead to structural and functional changes of the brain [8-11], resulting in malfunctioning of the CNS activity, as well as deleterious influence of bodily function [12-14].

Hypothalamus is one of the alcohol-sensitive brain regions [15]. Being a key brain region for food and water intake regulation [16-18] and part of the reward system [19-21], the hypothalamus can modulate alcohol consumption and is involved in the development of alcoholism. It has been shown that stimulation of lateral hypothalamic regions could trigger alcohol consumption [22,23]. Neuropeptides that are found in the hypothalamus could stimulate alcohol intake [24-26].

Conversely, alcohol can also affect hypothalamic activities. Alcohol is known to activate the HPA axis [27-29]. It is likely that by modifying the activity of the HPA axis, alcohol will influence, and possibly compromise, the ability of the body to maintain or restore homeostasis and to coordinate appropriate behavioral responses in response to stressors [30]. In alcohol-dependent subjects, dopamine D3 receptor (DRD3) binding in the hypothalamus was increased [31]. Alcohol alters genes expression of LHRH secretory pathway in the hypothalamus of prepubertal female rats, resulting in suppressed LHRH secretion and delayed puberty [32,33]. The expression of hypothalamic proopiomelanocortin (POMC) gene was reduced by prenatal exposure to alcohol in rats [34], and the POMC expression reduction persisted into adulthood by postnatal alcohol feeding in mice [35]. The expression of Fos-related immediate early genes was altered following chronic alcohol administration in mice and rats [15,36,37].

Aside from alcohol, other substances of abuse potential have been shown to influence gene activity in the hypothalamus. Thus, cocaine increased POMC gene expression in rat hypothalamus [35], and escalated cocaine intake correlated with a number of genes in the lateral hypothalamic regions [38]. Nicotine exposure was shown to affect brain development, corresponding to abnormal hypothalamic gene expression of appetite regulators such as down-regulation of NPY and POMC in the arcuate nucleus of the hypothalamus [39].

Hypothalamus also plays a role in autonomic modulation of cardiovascular system. Sympathetic nervous system can also be activated by alcohol, and chronic exposure of the heart to elevated catecholamine levels released from sympathetic nerve terminals may result in pathological changes of the heart [40,41].

Studies of the effect of chronic alcohol exposure on the hypothalamus have been limited, particularly at the level of gene expression changes. Specifically, it is not known what would be the alcohol effect on hypothalamus following adolescent alcohol intake, chronically over the adolescent development, at moderate levels. In the present study, we employed a paradigm of chronic moderate alcohol intake from adolescence-to-adulthood in mice [42], and report here the alcohol effect on both behavioral and hypothalamic gene expression changes.

## Results

### Chronic alcohol consumption

We used a two-bottle free-choice paradigm to measure alcohol drinking [42], and studied effect of chronic alcohol consumption during adolescent development. Male adolescent mice (3 weeks of age) were divided into two alcohol groups, one with free access to 5% alcohol, and the other to 10% alcohol, so as to determine if there was a difference in alcohol consumption behavior due to difference in alcohol concentration. In addition, a water-only control group (each mouse had 2 bottles, both filled with water) was used. Figure 1A showed the results of daily alcohol consumption (grams of alcohol per kilogram mouse body weight per day, average over 5 days) for the 5% alcohol group (n = 18) and the 10% alcohol group (n = 18). Both groups of mice consumed similar amounts of alcohol, and there was no statistically significant difference (F(1,306) = 0.1292, p = 0.7215, two-way ANOVA with Bonferroni post-test). Figure 1B plotted alcohol preference (alcohol volume over water) from the same mouse alcohol groups, showing that mice from the 5% alcohol group consumed higher volume of alcohol solution than those from the 10% alcohol group. Since the 10% alcohol solution contained higher amount of alcohol per unit volume than the 5% alcohol solution, we calculated the absolute amounts of alcohol consumption by mice from both the 5% alcohol group and the 10% alcohol group, and found that there was no significant difference for the absolute amount of alcohol consumed between the 5% vs. 10% alcohol groups.

**Figure 1:**
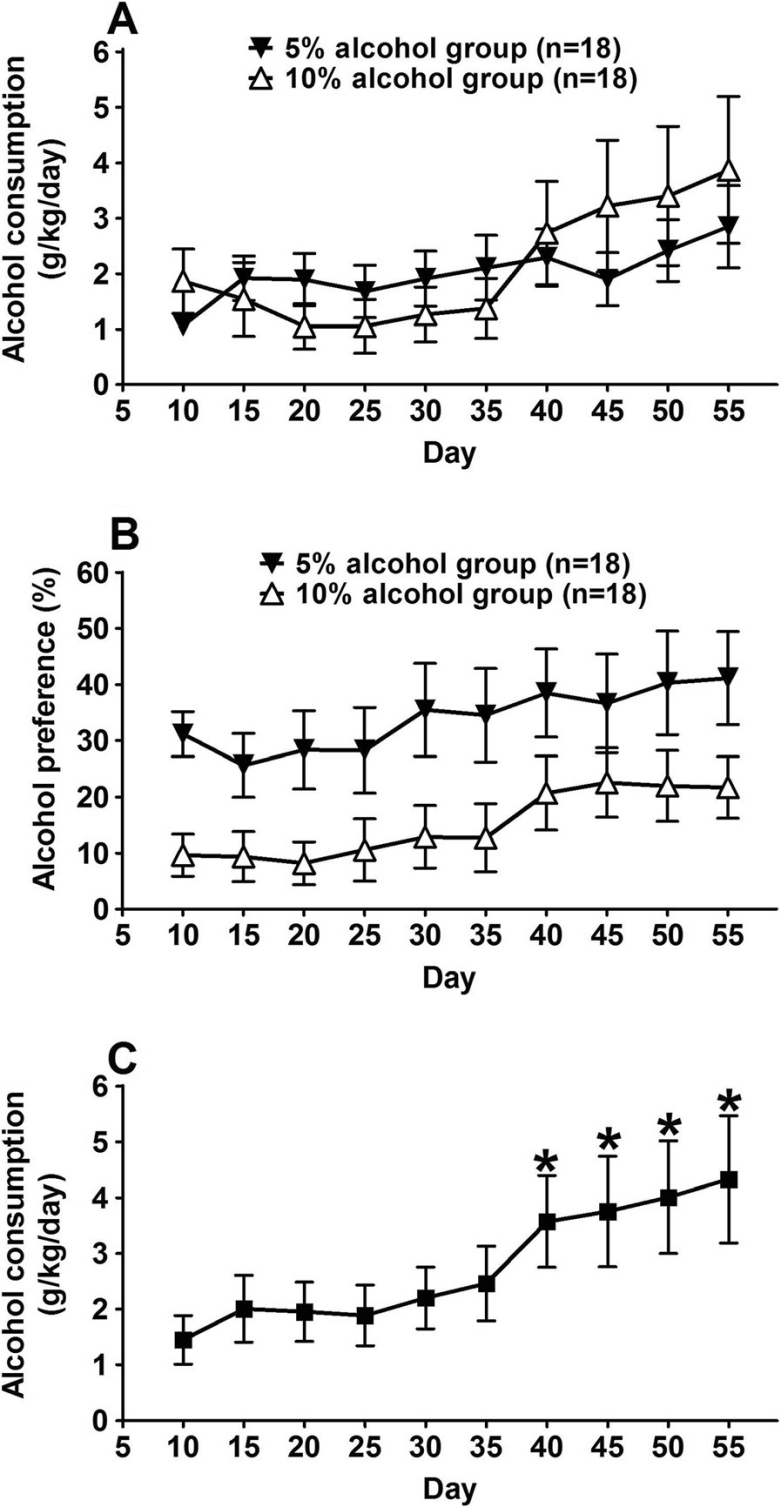
**Chronic self-administration of alcohol in mice during adolescence. (A)** Adolescent mice (3 weeks old) had free access to water and alcohol solutions. Two alcohol groups were used; one group had 5% alcohol (filled triangles), and the other had 10% alcohol (open triangles). Data are shown for daily alcohol consumption (grams of alcohol per kilogram mouse body weight per day, average over 5 days). Data are expressed as mean ± S.E.M. (n = 18 for each group). There was no statistically significant difference between the two groups at any time point (p > 0.05, two-way ANOVA with Bonferroni post-test). **(B)** Alcohol preference over water (% v/v), from the same mouse alcohol groups as in **(A)**, showing that mice from the 5% alcohol group consumed higher volume of alcohol solution than those from the 10% alcohol group. The average amounts of alcohol consumed by the 5% vs. 10% groups were not significantly different. **(C)** Alcohol consumption data of the mice used for microarray gene expression study. Mice used for the gene expression study were selected from the 5% (n = 9) and 10% (n = 10) alcohol group, respectively. Data are expressed as mean ± S.E.M. (n = 19). A steady increase of alcohol consumption was present, as the alcohol consumption data from later time points (day 40 and later) are significantly different from the data at the beginning (p < 0.05, Repeated measures ANOVA with post test of Dunnett's multiple comparison test).

Because there was no significant difference for the daily alcohol consumption between the 5% and the 10% alcohol groups, we combined mice from the 5% and 10% alcohol groups, to analyze the overall pattern of alcohol consumption (Figure 1C). Over the course of adolescent alcohol exposure, a trend of increased alcohol consumption was observed, with alcohol consumption data from later time points (day 40 and later) significantly different from those in the earlier time points (p < 0.05, repeated measures ANOVA with post test of Dunnett's multiple comparison test). Average daily alcohol consumption over the duration of the entire procedure (50 days) was 2.8 g/kg/day, and for the last 5 days (day 50 – 55) it was 4.3 g/kg/day. These amounts of daily alcohol consumption represent a moderate level of alcohol consumption (see Discussion).

Evaluation of motor activities indicated that chronic alcohol mice displayed accelerated acclimation for motor activities (Figure 2). This is consistent with reported alcohol exposure-induced locomotor activity changes [43-45].

**Figure 2:**
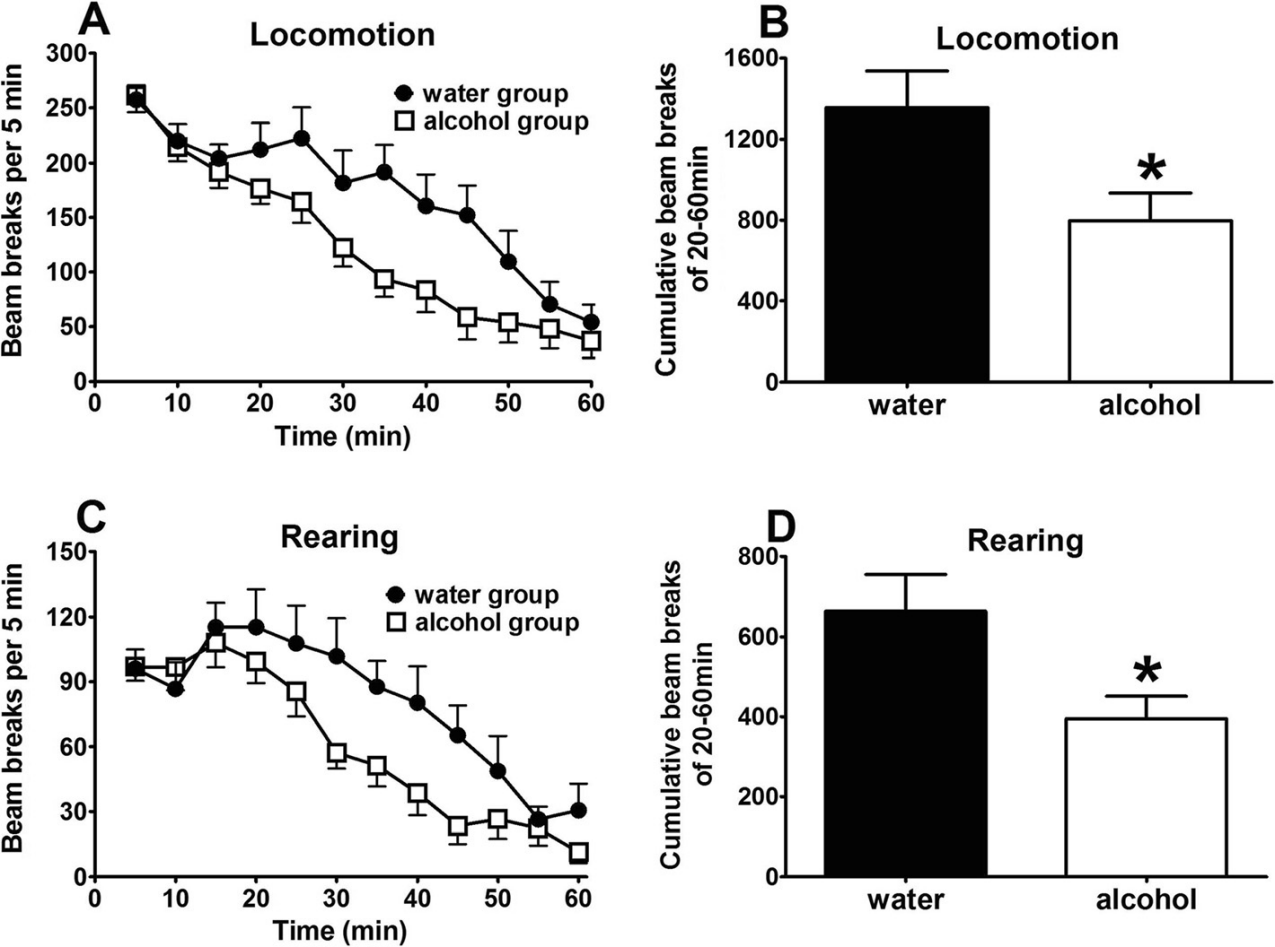
**Chronic alcohol consumption leads to a decrease of motor activity in mice.** Upper panels **(A** and **B)**: locomotion; lower panels **(C** and **D)**: rearing. Time course of locomotion **(A)** and rearing **(C)** are shown as beam breaks per 5 min. Cumulative locomotion **(B)** and rearing **(D)** for the entire period (0–60 min) are shown. Data are expressed as mean ± S.E.M. (n = 19 for the alcohol group, n = 8 for the water-only control group). *, significant difference compared with the water-only control group (p < 0.05, unpaired t-test).

### Gene expression changes after chronic alcohol exposure

For brain tissue processing for gene expression analysis, 19 mice with 7 weeks alcohol exposure were selected and grouped into alcohol sample groups (n = 1–3 per sample group). Samples A1-A3 had mice with relatively less alcohol consumed (0.50 ± 0.38 g/kg/day); samples A4-A9 had mice with relatively more alcohol consumed (4.80 ± 0.36 g/kg/day); these were significantly different (p < 0.05, Unpaired t test with Welch's correction). The rationale for such an approach of sample pooling was to cover the spectrum of mouse alcohol consumption behavior, so that the underlying gene expression patterns may be discernible. For water-only controls, nine mice were selected randomly, and grouped into water sample groups (n = 3 per sample group), designated samples C1-C3.

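Hypothalamic RNA from male ICR mice was hybridized to 12 Agilent mouse 4 × 44 K arrays, each with RNA of 1 to 3 mice, labeled with Cy3 alone. The sample labels name 3 pools of water-only mice, 3 of low alcohol drinkers, 3 of early high alcohol drinkers and 3 of late high alcohol drinkers. The labels do not give the names A1 to A9, so each pool is called here by its label and number. The arrays lay on 3 slides of 4. Slide 1 held the 3 water pools and low drinker pool 1, slide 2 held low drinker pools 2 and 3 with early high drinker pools 1 and 2, and slide 3 held early high drinker pool 3 with the 3 late high drinker pools. No water pool was on slide 2 or 3. The deposited values are the background-corrected signal intensities of each spot, made by the authors with Agilent Feature Extraction. Each intensity was taken to log2 and reduced by the 75th percentile of its array. Non-uniform outlier spots and spots with a signal/noise ratio under 2 were set to missing, and 32376 of 41174 probes had a value on over 50% of the arrays of both groups. Between 67.0% and 79.3% of the spots on an array were well above background, and none was saturated. Alcohol and water arrays were compared with limma, and the number of arrays, 3 against 9, limits the precision of every value.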

RNA samples extracted from hypothalamus were used in gene expression analysis, using the Agilent mouse whole genome microarray chip set. Data from all probe sets (after passing through the filters for high-quality array data, see Methods) were used in principal component analysis (PCA). Results of PCA were shown in Figure 3, showing different distribution patterns of alcohol mice vs. water mice. For component A from PCA, both water controls and chronic alcohol mice showed results centered around the 0 axis. However, while the component A results from water samples were tightly grouped around the 0 axis, that from chronic alcohol mice were spread more widely, indicating more heterogeneity in gene expression represented in component A. For component B, results from water controls were tightly grouped above positive 50 level, while most (except sample A1) alcohol samples were near (sample A6) or in the negative value range. The distribution pattern highlighted the fact that chronic alcohol consumption mice had very different gene expression patterns compared to the water controls, indicating that chronic alcohol exposure during adolescent development lead to altered gene expression in the hypothalamus.

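Over the 29521 probes with a value on every array, principal component 1 held 44.7% of the variance and component 2 held 13.6%. On component 1 the water arrays lay between -27.2 and -15.6, and the 9 alcohol arrays between -24.7 and 86.4. The array of low drinker pool 2 had the highest value, followed by low drinker pool 3 at 30.9. On component 2 the water arrays lay between -18.7 and -14.1, with low drinker pool 1 at -20.3 and the late high drinker pools between 13.0 and 32.5. Slide accounted for 0.834 of the spread along component 2 as a fraction, and alcohol against water for 0.280. The share of the whole variance between alcohol and water was 12.3% (exact permutation test over all 220 ways to pick 3 of 12 arrays, 1-sided p = 0.173). Between the 3 slides it was 43.6% (exact permutation test over all ways to part the arrays into 3 sets of 4, 1-sided p = 0.000173, the smallest it can give). The 4 labeled conditions, which overlap with the slides, held 38.2%. Putting low drinker pool 1 in the place of a water array, which keeps all 3 on slide 1, gave shares between 12.9% and 14.9%. With slide confounded in this way, only low drinker pool 1 could be set against water within a slide. Leaving out low drinker pool 2 moved the share on component 1 most, to 25.3%. The paper reports a wider spread of the alcohol samples on its component A. It places most of them, except A1, near or in the negative range of component B, away from water. From this pattern the paper infers that alcohol during adolescent development altered gene expression in the hypothalamus.

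**Figure D1:**
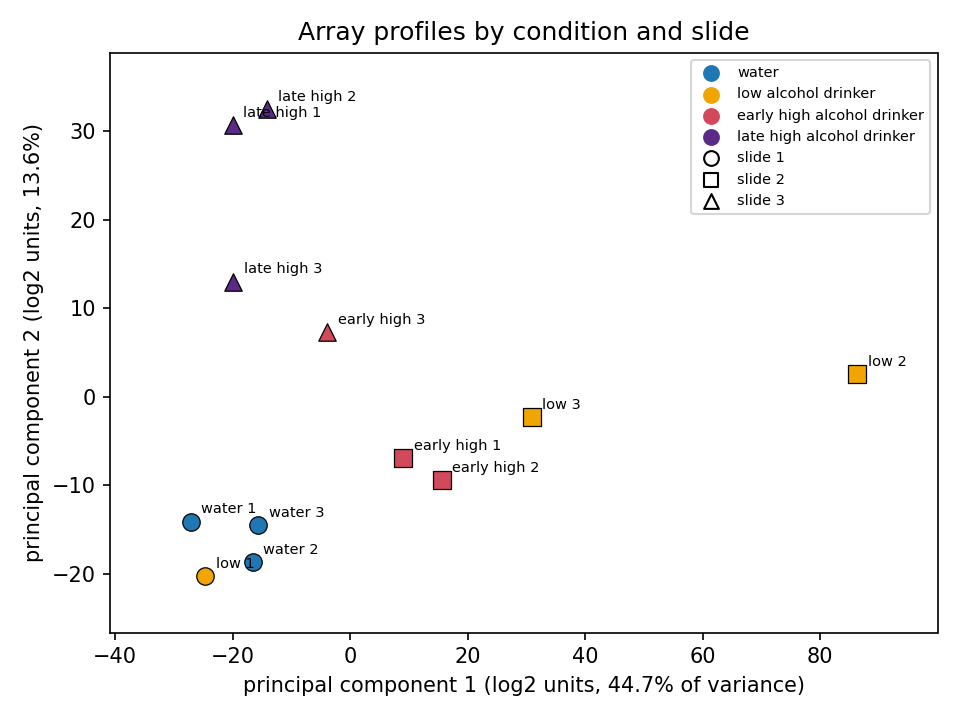
Scores of the 12 arrays on principal components 1 and 2 in log2 units, colored by condition, with the shape giving the slide. Low drinker pool 1 lies beside the 3 water arrays of its slide, and low drinker pool 2 lies at 86.4 on component 1.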

**Figure 3:**
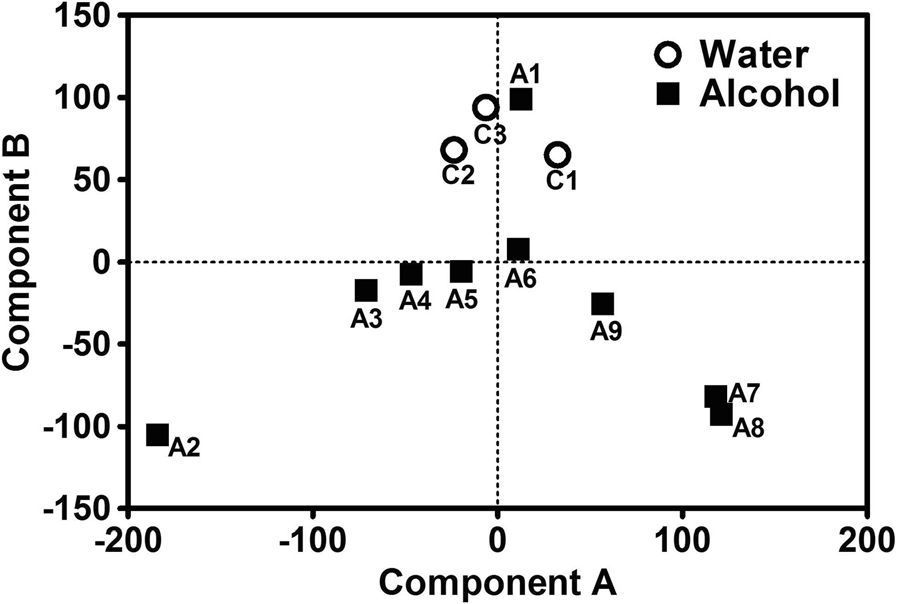
**Principal component analysis (PCA) plot of microarray gene expression study.** Twelve samples were used: C1 – C3 for water control mice (open circles), and A1 – A9 for alcohol consumption mice (filled squares). All probe sets that passed the filters for high-quality array data (see Methods) were used for the analysis. Component A is plotted on the horizontal axis and component B is plotted on the vertical axis.

Significant differences in gene expression were observed between chronic alcohol exposure and water controls, with 1900 regulated probes representing 1819 genes (890 up-regulated and 929 down-regulated, chronic alcohol relative to water controls) using the *t*-test at the *p* < 0.05 (Additional file 1: Table S1 and Additional file 2: Figure S1). 

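With limma, 1789 of 32376 probes differed between alcohol and water at an unadjusted p under 0.05, where 1619 would pass if no probe differed. Of these, 1246 were higher and 543 lower in the alcohol arrays, or 69.6% and 30.4%. With quantile normalization in place of the 75th percentile, 1983 probes passed, 996 higher and 987 lower. After Benjamini-Hochberg adjustment 0 probes passed 0.05 with limma, and the smallest adjusted p = 0.819. The methods' t-test on the same values gave 1688 probes at the level named in the Methods and 0 after adjustment, and the form for unequal variances gave 3667 and 0. Slide as a random block moved the limma count most, to 514 probes. With slide as a fixed block it was 681, and that fit draws the difference from slide 1 alone, where low drinker pool 1 is the single alcohol array. Leaving out low drinker pool 1 raised the count to 2919, and leaving out water pool 3 lowered it to 1169. Among annotated probes for which every alcohol array lay on one side of every water array, the rise was largest for Hoxb4 on chromosome 11 of mm9 (96181521 to 96181580). It rose by 1.96 on the log2 scale (standard error 0.51, adjusted p = 0.819), and its probe was well above background on 1 of 3 water and 8 of 9 alcohol arrays. The probes of Cyp2j11 and A4gnt that came next were not well above background on any water array, so no fold is given for them. A second Cyp2j11 probe, well above background on 3 of 3 water and 7 of 9 alcohol arrays, rose by 0.34 (standard error 0.19). Among the falls of this kind were those of Xlr3c, which fell by 0.66 on the log2 scale, and P2rx7, which fell by 0.64 and was well above background on 7 of 9 alcohol arrays. In all, 290 probes had every alcohol array above every water array and 96 had every one below, 0.982% and 0.325% of the probes measured on every array, where chance gives 0.455% each.

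**Figure D2:**
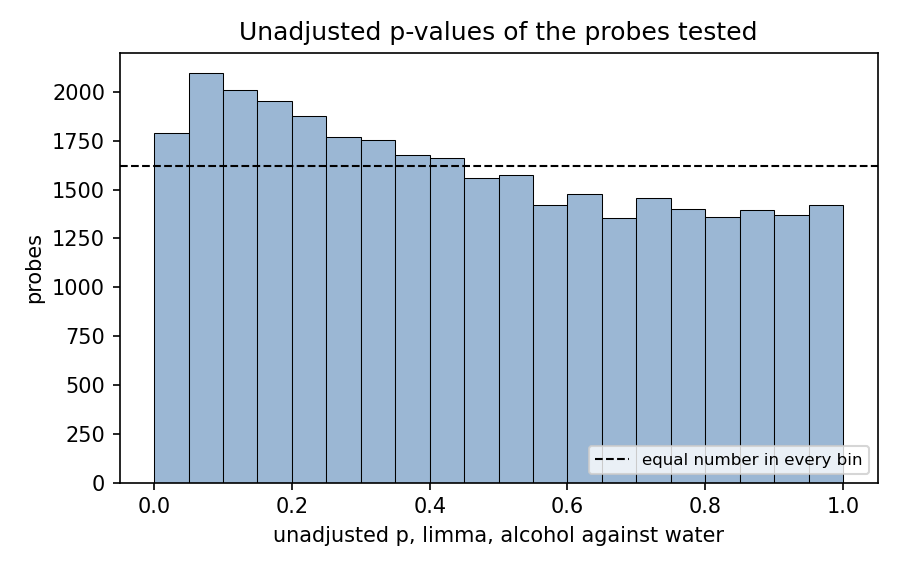
Number of probes in each of 20 equal bins of the unadjusted p from limma, alcohol against water, with the dashed line at equal bins. The lowest bin holds 1789 probes, against 1619 at the line.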

Unsupervised hierarchical clustering analysis based on these differentially expressed genes also showed distinct clustering of the alcohol hypothalamus samples compared with control hypothalamus samples (Figure 4 and Additional file 2: Figure S1).

**Figure 4:**
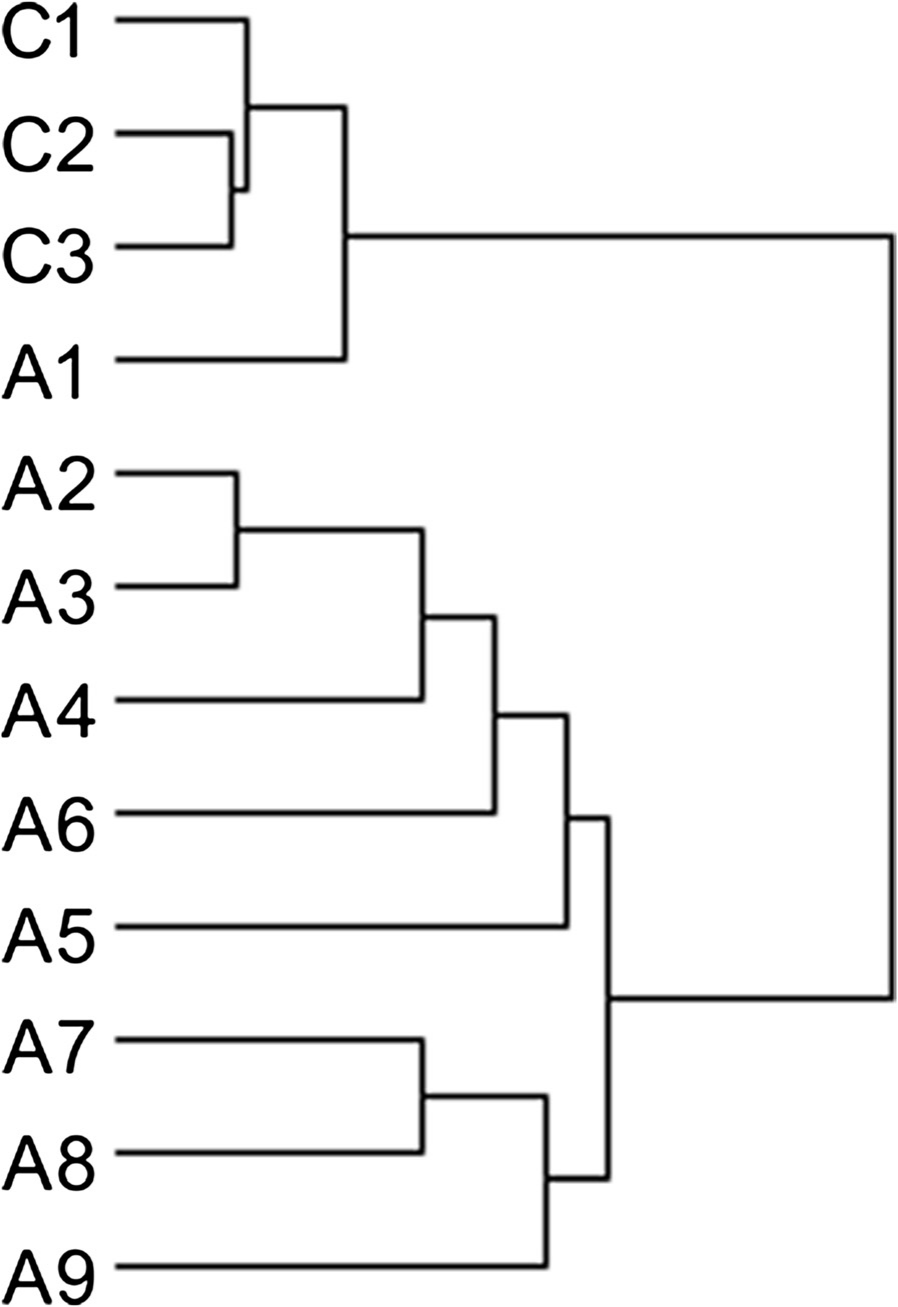
**Clustering display of differentially expressed genes using the unsupervised hierarchical clustering method.** C1-C3 represent water-only control samples; A1-A9 are for chronic alcohol samples.

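Average linkage with the uncentered correlation was run on 1594 probes that differed at an unadjusted p under 0.05 and had a value on every array. With each probe centered on its mean, the tree parted first into 2 branches, one with the 3 water pools and low drinker pool 1 and the other with the remaining 8 alcohol pools. Without centering, low drinker pool 2 alone formed the first branch, and at 3 branches the water pools and low drinker pool 1 again stood together. These probes were picked for their difference between alcohol and water on the same arrays. Over all 29521 probes, centered, the first split put low drinker pools 2 and 3 and early high drinker pools 1 and 2, the arrays of slide 2, in one branch and all others in the second. At 3 branches of that tree each branch held the 4 arrays of 1 slide. Without centering, low drinker pool 2 alone parted first from all others over these probes, and late high drinker pools 1 and 2 parted next. At 4 branches low drinker pool 3 and early high drinker pools 1 and 2, the rest of slide 2, formed a branch. The arrays correlated with each other at 0.979 to 0.996 across these probes.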

### Pathway analysis of differentially expressed genes

Of the 1819 differentially expressed genes, 340 genes showed less than 0.83 fold change (representing 20% down-regulation of chronic alcohol exposure relative to water control) and 411 genes showed more than 1.2 fold change (representing 20% up-regulation of chronic alcohol exposure relative to water control). These 751 genes were chosen for pathway analysis, and several pathways were identified (Additional file 3: Table S4). 

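Counted by symbol, with the probe of lowest p standing for a gene, 1727 genes differed at an unadjusted p under 0.05. Of these, 794 had a fold change over 1.2 and 214 under 0.83, together 1008. Counted by probe, 817 were 20% higher and 220 were 20% lower. The balance between directions moved with the scaling of the arrays, and quantile normalization gave 647 genes 20% higher and 559 genes 20% lower. With no scaling between arrays the same counts were 1209 and 202. Both criteria use the unadjusted p, and 0 of these genes passed an adjusted p of 0.05 in limma, where 1789 probes passed before adjustment.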

One pathway showed *p* < 0.01 — the *dilated cardiomyopathy* pathway, from the pathway enrichment analysis by both DAVID Functional Classification Analysis and Web-based Gene Set Analysis, and was chosen for further studies.

### Validation of microarray results by real-time PCR

To provide independent validation of the identified gene pathway from microarray analysis of gene expression data, real-time PCR was used to measure gene expression level changes with the same RNA samples used in the microarray experiment. We studied ten genes in the dilated cardiomyopathy (DCM) pathway that were identified as differentially expressed genes (p < 0.05, showing 20% up- or down-regulation), as well as two other genes in the DCM pathway with “borderline” difference (Adrb1, p < 0.06, 0.78-fold change; Prkx, p < 0.03, 0.94-fold change) because of their key positions in the DCM pathway; in addition, Jup was tested, as an internal control, because it was among those identified by microarray analysis, but was not situated in the β1AR-DHPR-Ca^2+^ branch of the DCM pathway. 

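Of the 12 genes of Table 1, 11 moved in the direction the paper gives for the array, each read on the probe of Table S1 or, for Adrb1, which Table S1 does not list, on its probe of highest mean. The exception was Adrb1, whose other probe fell. In limma 4 of the 12 differed at an unadjusted p under 0.05, 0 did when adjusted over all probes, and 1 did when adjusted over the list alone. With quantile normalization 9 of the 12 differed at an unadjusted p under 0.05. The list was chosen by the study on these arrays, so none of these counts is independent evidence. The gene that passed was Igf1 (chromosome 10 of mm9, 87393516 to 87393575), at -2.65 ± 0.10 (SD, n = 3) in water and -2.33 ± 0.12 (SD, n = 9) in alcohol arrays on the log2 scale. It rose by 0.32 (standard error 0.08) and was higher in 9 of 9 alcohol arrays than the water mean (exact permutation test, 2-sided p = 0.00455, the smallest that 3 arrays against 9 allow). With slide as a fixed block the rise of Igf1 was 0.12. Each value given here with slide as a block rests on low drinker pool 1 as the single alcohol array beside water. The other 3 Igf1 probes rose by 0.25 to 0.28. Des rose by 0.77, Sgcd by 0.90 and Tnni3 by 0.59, each with 9 of 9 alcohol arrays above the water mean. Their standard errors were 0.36, 0.32 and 0.27, and with slide as a fixed block the 3 rises were 0.23, 0.12 and 0.10. The Sgcd probe was well above background on 2 of 3 water arrays. A second Tnni3 probe rose by 0.19 (standard error 0.17). Adcy3 rose by 0.15 and Cacnb4 by 0.12, while Prkx fell by 0.09 and Itga4 by 0.46. Jup rose by 0.53 (standard error 0.18, exact permutation p = 0.0273, 2-sided), and by 0.04 with slide as a block. Taking the probe of highest mean for every gene, 9 of 12 moved in the paper's direction.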

Seven candidate genes among the thirteen tested were validated by real-time PCR as differentially expressed genes, giving a 53.8% positive confirmation rate. Table 1 lists the seven genes that showed significantly differentiated expression between the chronic alcohol samples and the water control samples: Adrb1, Gnas, Adcy1, Cacna1d, and Itga4 with down-regulation, while Des and Igf1 with up-regulation. 

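Adrb1, Gnas, Adcy1 and Cacna1d are each covered by several array probes, whose positions are those of mm9 and whose values are log2 intensities scaled as above. Gnas on the probe of Table S1 nearest the fold of Table 1 (chromosome 2, 174109894 to 174109953) was at -4.68 ± 0.09 (SD, n = 3) in water and -5.18 ± 0.42 (SD, n = 9) in alcohol arrays. It fell by 0.50 (standard error 0.24, exact permutation p = 0.0909, 2-sided) and was well above background on 6 of 9 alcohol arrays. With slide as a fixed block the same probe rose by 0.13, since low drinker pool 1, the single alcohol array on the slide of the water arrays, was at -4.55. The Gnas probe with the highest mean (chromosome 2, 174167396 to 174168725) was at 4.53 ± 0.06 (SD, n = 3) in water and 4.48 ± 0.08 (SD, n = 9) in alcohol arrays, a change of -0.04 (standard error 0.06), and a further bright probe (chromosome 2, 174167177 to 174167338) rose by 0.03. Of the other Gnas probes tested, those at 174158317 and 174125482 each fell by 0.30, and the one at 174154028 rose by 0.22. Adcy1 on its Table S1 probe (chromosome 11, 7060308 to 7061323) fell by 0.08 (standard error 0.24) and was well above background on 7 of 9 alcohol arrays. Its brightest probe rose by 0.11 (standard error 0.15). Cacna1d on its Table S1 probe (chromosome 14, 31009942 to 31010001) fell by 0.30 (standard error 0.21, exact permutation p = 0.218, 2-sided). Slide as a fixed block put the Table S1 probes of Adcy1 and Cacna1d at -0.35 and -0.45. These are larger falls, again resting on low drinker pool 1 as the single alcohol array. On its brightest probe Cacna1d rose by 0.07 (standard error 0.06). Adrb1 rose by 0.08 on its brightest probe (standard error 0.11) and fell by 0.22 on its other probe (standard error 0.22). With quantile normalization the Table S1 probes of Gnas, Adcy1 and Cacna1d fell by 0.77, 0.28 and 0.42, each past an unadjusted 0.05 in limma. None of these changes passed an adjusted p of 0.05, and those of the bright probes were smaller than the spread between alcohol arrays.

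**Figure D3:**
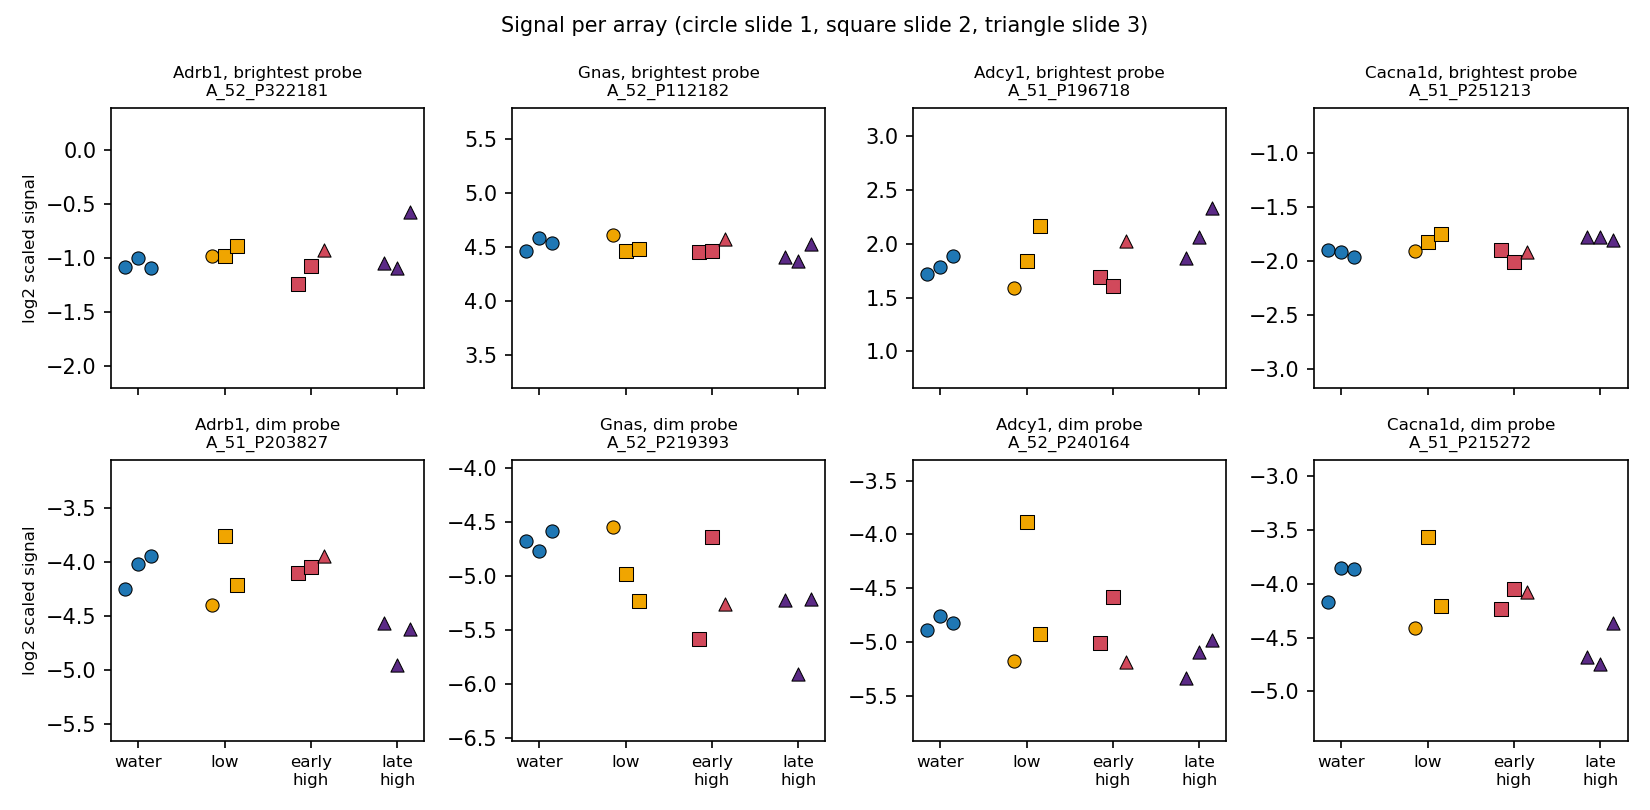
Log2 scaled signal per array for the brightest probe (upper row) and a dimmer probe (lower row) of Adrb1, Gnas, Adcy1 and Cacna1d, with 3 points per condition and shapes for the slides. The brightest Gnas probe lies near 4.53 in water and 4.48 in alcohol arrays, and every panel spans the same range of log2 units.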

Interestingly, the four genes with the strongest statistical difference (Adrb1, Gnas, Adcy1, and Cacna1d) all showed down-regulation, and they all code for proteins which initiate the signaling steps in the β1AR-DHPR-Ca^2+^ branch of the DCM pathway (see diagram in Figure 5), suggesting that this branch may be impacted by chronic alcohol consumption during adolescence.

**Table 1:** RT-PCR confirmation of differential gene expression in hypothalamus between alcohol and water groups

**Gene symbol**	**Gene name**	**Microarray p-value**	**Microarray fold change**	**RT-PCR p-value**	**RT-PCR fold change**
Cacna1d	Calcium channel, voltage-dependent, L type, alpha 1D subunit	0.005*	0.748	0.0003*	0.609
Gnas	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	0.006*	0.586	0.001*	0.604
Adrb1	Adrenergic receptor, beta 1	0.062	0.781	0.007*	0.815
Adcy1	Adenylate cyclase 1	0.030*	0.824	0.016*	0.517
Itga4	Integrin alpha 4	0.011*	0.634	0.021*	0.734
Adcy3	Adenylate cyclase 3	0.024*	1.103	0.342	0.896
Prkx	Protein kinase, X-linked	0.033*	0.940	0.477	0.812
Cacnb4	Calcium channel, voltage-dependent, beta 4 subunit	0.017*	1.085	0.377	0.911
Igf1	Insulin-like growth factor	0.012*	1.214	0.036*	1.284
Des	Desmin	0.004*	1.488	0.044*	1.367
Sgcd	Sarcoglycan, delta (dystrophin-associated glycoprotein)	0.013*	1.568	0.084	1.251
Tnni3	Troponin I, cardiac 3	0.041*	1.401	0.232	1.272

*p < 0.05.

**Figure 5:**
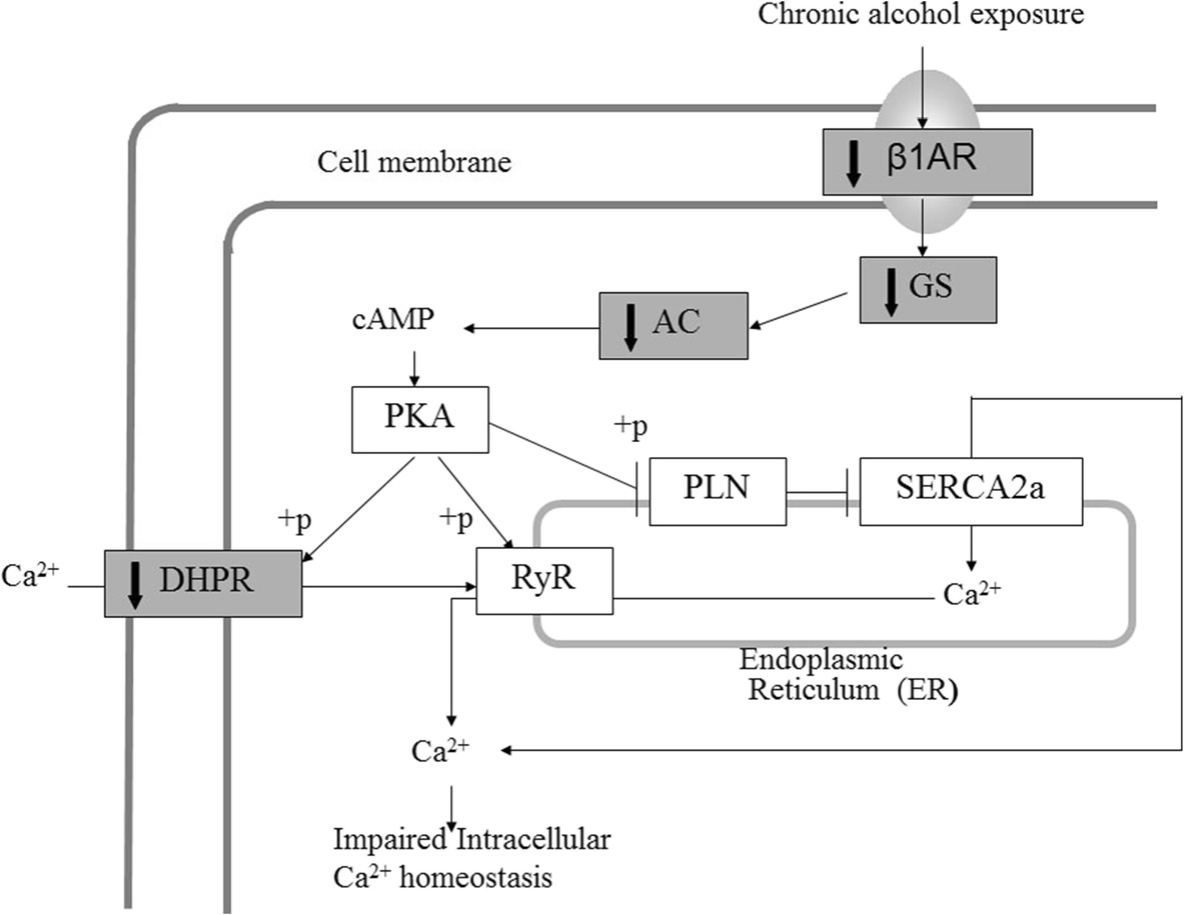
**Hypothesis of adolescent chronic alcohol consumption effect on SPIF gene down regulation in the dilated cardiomyopathy signaling pathway.** Diagram was adapted from KEGG pathway (http://www.genome.jp/kegg/) [92] for dilated cardiomyopathy (DCM), showing the β1AR-DHPR-Ca^2+^ branch of the DCM pathway. Adolescent chronic alcohol consumption is hypothesized to result in the down regulation of SPIF genes (marked with grey color and solid down arrows), including β1-adrenergic receptor (Adrb1), Gs protein (Gnas), adenylyl cyclase 1 (Adcy1), and dihydropyridine receptor/L-type calcium channel (Cacna1d). The coordinated down regulation of these SPIF genes leads to impaired intracellular Ca^2+^ homeostasis at the cellular level.

## Discussion

In this study, we used mice to study chronic alcohol consumption during adolescence and its effect on gene expression and behavior in adulthood. We selected ICR mice for this study, instead of the more commonly used C57BL6 mice, for two reasons: (1) ICR mouse is an outbred mouse strain with inter-individual variability — similar to the outbred nature of humans. Using an outbred mouse strain such as ICR to study alcohol effect would more closely model the effect of alcohol in humans. (2) As an inbred strain, C57BL6 mice are known to drink considerably more alcohol than other mouse strains [46]. Thus, C57BL6 mice may represent only a special case regarding alcohol drinking behavior. Outbred mice such as ICR have been shown to consume less alcohol and exhibit lower preference for alcohol than C57BL6 mice [47]; in a preference test with 3% – 30% alcohol, the mean maximally preferred concentrations of alcohol were approximately 18% for C57BL6 mice vs. 7% for ICR mice [48]. We chose a two-bottle free-choice paradigm to measure alcohol drinking, as animals have unrestricted access to both water and alcohol for their own choice, thus better modeling the free-choice nature of human access to alcohol; such an approach has been used to identify the genetic basis for alcohol preference and dependence [49-56].

In our study, mice started chronic alcohol drinking from the age of about 4 weeks old and lasted seven weeks, covering the entire period of adolescence-to-adulthood development in mice. During this time, a trend of increased alcohol consumption was observed (Figure 1C), with an overall average alcohol consumption of 2.8 g/kg/day. This represents a moderate level of alcohol consumption, as it is comparable to the lower range of alcohol intake in a cross-mouse strain study of alcohol intake during the 4-hour daily drinking session using the drinking-in-the-dark model [46]. Using FDA’s guidance for conversion of animal doses to human equivalent doses (HED) based on body surface area [57], this level of alcohol consumption in mouse is roughly equivalent to about 1–2 glasses of wine in a 60 kg adult human. Interestingly, such a relatively moderate level of alcohol drinking during adolescent development still resulted in a pattern of gene expression change in hypothalamus; in particular, for certain genes that have been shown to be involved in the dilated cardiomyopathy (Figure 5).

### Adolescent chronic alcohol intake in mice results in a pattern of gene regulation in the hypothalamus

Our results showed that chronic alcohol intake influences hypothalamic gene expression. From our microarray analysis of hypothalamic gene expression, 1,819 genes showed significant changes, of which 751 displaying gene expression change of 1.2 fold or higher. PCA (Figure 3) and clustering analysis (Figure 4) showed that, compared with water controls, alcohol intake in mice displayed a pattern of hypothalamic gene expression changes. Using pathway analysis of the differentially expressed genes, we found that dilated cardiomyopathy (DCM) pathway is one of the major pathways that was affected by chronic alcohol intake. Using RT-PCR, five genes in the DCM pathway (Adrb1, Gnas, Adcy1, Cacna1d, and Itga4) are down-regulated in chronic alcohol mice relative to water controls, and two genes were up-regulated (Des and Igf1) (Table 1). Of the five down-regulated genes, four of them (Adrb1: β-1 adrenergic receptor, β1AR; Gnas: guanine nucleotide binding protein, alpha stimulating, Gsα; Adcy1: adenylyl cyclase 1, AC1; and Cacna1d: calcium channel, voltage-dependent, L type, alpha 1D subunit, D-LTCCs) belong to the β1AR-DHPR-Ca^2+^ branch of the DCM pathway (Figure 5). The functions of these gene products are closely related: β-adrenergic receptors are coupled to G proteins including Gnas, which stimulates adenylyl cyclase, and results in increased cAMP levels. The primary target for cAMP is protein kinase A, which phosphorylates several proteins including Cacna1d, which regulates Ca^2+^ influx into the cytosol from intracellular Ca^2+^ stores endoplasmic reticulum in neurons and sarcoplasmic reticulum in cardiac myocytes. What these genes share in common is that they all code for proteins which initiate the signaling steps of this pathway. Thus, we term these gene products “signaling pathway initiating factors” (SPIFs).

Our results corroborate with evidence from human and rodent studies where chronic alcohol treatment was used. In human, chronic alcoholism was shown to be related to the reduced Gsα levels in the temporal cortices of postmortem brains [58]. Also, postmortem brains of alcoholics showed a significant reduction of adenylyl cyclase 1 in both frontal and temporal cortices [59]. In addition, adenylyl cyclase mRNA levels in the blood were significantly lower in alcoholics than in controls [59]. Cyclic AMP levels were also decreased in lymphocytes of alcoholics [60]. Some of these molecular effects appear long-lasting. For example, in platelet membranes, adenylyl cyclase activity was lower in alcoholics who had abstained from alcohol for one to four years [61].

In rodents treated with chronic alcohol, it has been shown that in myocardial membranes, β-adrenergic receptor and cAMP levels were decreased [62], similar to our observations at the mRNA levels of these proteins (Table 1). In addition, β-adrenergic receptor density in the heart was decreased by alcohol exposure [63]. There are also ample evidence of chronic alcohol-related reduction in rodents for adenylyl cyclase and G proteins in the CNS, including cerebral cortex [64,65], pituitary [66], and cerebellum and pons [67]. These reports demonstrate that chronic alcohol treatment in vivo show a consistent pattern of reduction in β-1 adrenergic receptor, G protein, and adenylyl cyclase, consistent with our observations for the SPIFs, and suggesting that alcohol-induced impairment of these SPIFs may represent a rather common pathophysiological outcome from chronic alcohol exposure.

Of the down-regulated SPIF genes in the DCM pathway, the activity and function of Cacna1d in the hypothalamus was not well-understood. Cacna1d encodes the voltage-gated L-type Ca^2+^ channel formed by a1D subunits. Ca^2+^ channel involvement in cardiovascular function is known. For example, mice deficient of the alpha-1D subunit of the Ca^2+^ channel showed bradycardia and arrhythmia as a result of the sinoatrial node dysfunction [68-70]. D-LTCC channels are present in the atrial tissues of the heart where it contributes to pace-making [68]. D-LTCC channel opening results in Ca^2+^ influx, which activities ryanodine receptor, thus mediating Ca^2+^ release from intracellular Ca^2+^ stores such as sarcoplasmic reticulum [71], leading to cardiac muscle contraction. In the brain, D-LTCC channels are important in regulating neuronal activity [72,73]. In hippocampus, for example, these channels are involved in both long-term potentiation and long-term depression by coupling with ryanodine receptors [74]. These Ca^2+^ channel functions in the hypothalamus are little understood, however.

### Potential relationship between the hypothalamic gene regulation pattern and alcohol-induced cardiovascular disease

Regarding hypothalamic gene expression influenced by alcohol, there lacks reported studies about the four SPIF genes we studied. Based on the above-cited evidence of hypothalamus involvement in cardiovascular function, and of the hypothesized involvement of some of these genes in cardiovascular diseases, it is possible that the alcohol-mediated gene down-regulation in the hypothalamus that we observed is related to alcohol-induced cardiovascular disease. Our hypothesis is based on the following considerations:

1. Hypothalamus is a key CNS site for cardiovascular regulation. Hypothalamus is involved in many functions of the sympathetic nervous system, which tightly regulates cardiovascular activity [75-78]. Therefore, changes in hypothalamic gene expression are likely to influence the cardiovascular system, including cardiac muscles. Our study documented hypothalamic gene expression changes in the DCM pathway brought on by chronic alcohol consumption. Given the key role that hypothalamus plays in sympathetic regulation of cardiovascular function, the concerted gene down regulation pattern that we observed in hypothalamus is likely to be involved in regulating cardiovascular function.

2. Chronic alcohol intake can lead to cardiac muscle damage in human and animals, resulting in alcohol-induced cardiac muscle diseases, even heart failure. In dilated cardiomyopathy and heart failure patients, sympathetic system activation and cardiac β-1 adrenergic receptor down regulation are important characteristics of end-stage dilated cardiomyopathy and heart failure [79-81]. Alcohol can activate the sympathetic nervous system, leading to down regulation of cardiac βAR, Gs, and AC in human alcoholics and rats consuming chronic alcohol [60-63]. This is consistent with our observation that in the hypothalamus of chronic alcohol-drinking mice, the SPIFs of the DCM pathway showed concerted down regulation. Thus, chronic alcoholic intake leads to the DCM pathway SPIF down regulation in both the hypothalamus and the cardiovascular system. These results suggest that the SPIFs of the DCM pathway may play an important role in the development and progression of alcohol-mediated cardiovascular system injury and diseases (such as alcohol induced cardiac disease and heart failure).

3. Cacna1d codes for the dihydropyridine receptor (DHPR), which functions as a Ca2+ channel to affect Ca2+ influx across the cell membrane. In Cacna1d partial knockout mice, heart dysfunction was reported [68-70]. In neurons, Ca2+ channels mediate depolarization-induced Ca2+ influx across the plasma membrane of excitable cells, thus regulating the key physiological processes [68,82]. There is no prior report of alcohol-induced Cacna1d down regulation in the hypothalamus. In our study, the concerted down regulation of the SPIF genes in the hypothalamus includes Cacna1d. It is possible that decreased synaptic transmission and neuropeptide secretion in the hypothalamus may influence cardiovascular functions.

4. Epidemiological studies indicate that alcoholics who consume over 90 g of alcohol a day for over five years are at high risk for developing asymptomatic DCM; those who continue to drink alcohol for over 15 years may experience symptomatic DCM, leading to potential heart failure [83,84]. It is observed that with chronic alcohol consumption, metabolic changes occur within a few weeks [85,86], but signs of depressed contractile function are detectable only after several months of alcohol consumption [87,88].

In our study, the amount of alcohol consumed by mice is in the range of moderate levels, lasting about seven weeks. DCM pathway gene expression is already influenced in the hypothalamus under such conditions. This indicates two issues: (a) the drinking activities spanned the adolescence development, highlighting the danger of adolescent alcohol consumption even at moderate levels, and the potential harmful effect later in adulthood for cardiovascular function; and (b) gene activity changes in the hypothalamus may precede noticeable changes in body’s physiology and function, suggesting that these changes in DCM pathway genes may serve as early warning signs for alcohol’s harmful effect.

It should be pointed out that hypothalamus is a neuroanatomically heterogeneous brain structure, with various nuclei subserving diverse functions. Samples in our study encompassed much of the hypothalamus, therefore potentially diluting the extent of local gene expression changes. Future studies with more localized brain tissue collection will be helpful to delineate the roles of sub-hypothalamic regions in alcohol consumption and gene modulation. Another point to note is that, although the observed differences in alcohol consumption were not statistically significant between the 5% and 10% groups of mice, there still might be subtle differences in related gene expression changes, but our study design did not allow for distinguishing expression changes that are related to the 5% vs. 10% alcohol groups. Further studies with larger group sizes would offer improved opportunities to distinguish gene expression differences between different alcohol concentration groups. Additional limitations of this study relate to the fact that only hypothalamic tissues of the brain were studied for gene expression changes; it would be beneficial in future studies to examine cardiac tissues for alcohol-affected genes observed in this study, as a way to validate the findings of the present study. Another issue of note is that in our study, access to alcohol by mice was allowed to continue throughout the study, without any washout period. This study design was chosen to avoid any potential complication from alcohol withdrawal effect, both behaviorally and at the gene expression level, that would likely to occur if a no-drinking washout period were to be instituted. Thus, because of the continued access to alcohol, acute alcohol actions may contribute to the results observed in this study.

## Conclusions

This study showed that chronic alcohol consumption during adolescence, even at moderate levels, may trigger gene expression changes in the CNS that parallel those found in dilated cardiomyopathy (DCM). If such effects also take place in humans, our findings would serve as a warning against alcohol intake in youth, such as by teens and/or college students.

## Methods

### Animals

Male ICR (Institute for Cancer Research) outbred mice were obtained from Shanghai Laboratory Animal Center, Chinese Academy of Sciences, Shanghai, China. ICR outbred mice were also known as CD-1 (Caesarean Derived-1), and it is a commonly used outbred mouse strain. Animals were singly-housed in temperature controlled animal facilities on a 12 hr:12 hr light–dark cycle with food and water available ad libitum. Recording of water/alcohol consumption was conducted during the light cycle, about 4 hours after the light cycle began. Also, behavioral tests were conducted during the light cycle, beginning 3 hours after the light cycle began, and concluding no less than 2 hours before the end of the light cycle.

Principles of laboratory animal care were followed in accordance with the Guide for the Care and Use of Laboratory Animals (Institute of Laboratory Animal Resources, 1996), the PRC National Standards for Laboratory Animal Quality, and the Guidelines for the Use of Experimental Animals.

### Chronic alcohol self-administration

For the chronic alcohol drinking experiment, the paradigm of two-bottle choice was used [42]. Each cage was equipped with two drinking tubes. The drinking tubes were made from 10 ml plastic serological pipettes (Coster Stripette), with 0.1 ml graduation. The narrow tip of the pipette was cut off and a stainless steel sipper tube was connected through a silicone tubing. Animal’s body weight and the food consumption were measured on weekdays.

Before chronic alcohol drinking began, mice (3 weeks old) were allowed to adapt to the drinking tubes with both tubes containing water from experimental day 1–5. After this adaptation period, mice were randomly assigned to 5% alcohol group, 10% alcohol group, or water-only control group (n = 16–18). For the water-only control group, two drinking tubes in each cage contained deionized water throughout the duration of the experiment. For the alcohol groups, one drinking tube contained 5% or 10% alcohol solution while the other contained water. The amount of the water or alcohol consumption was recorded daily. The solution content (water or alcohol) was refreshed every day, and the positions of the two tubes in the cage were switched daily to avoid any side bias.

### Motor activities measurement

Behavior tests began on day 50 of the experiment. For motor activity measurement, an automated beam break detection system (San Diego Instruments) was used as previously described [89]. Animals were placed individually in plastic chambers (48 × 24 × 20 cm, LxWxH) with bedding material, and the chamber was covered with a piece of glass on the top. Each chamber was placed inside a wooden enclosure (60 × 40 × 44 cm, LxWxH) that was sound- and light-proof, illuminated from inside with a fluorescence light (5 W). Motor activity was measured via automated detection of infrared beam breaks. Rearing behavior was detected by a second set of infrared photodetectors mounted 7.7 cm above the ground.

### RNA extraction and DNA microarray

Chronic alcohol drinking lasted to day 57 of the experiment without any change and interruption. Then each mouse is sacrificed by decapitation, and the hypothalamus was dissected for rapid freeze and storage at -80°C. Hypothalamus tissue samples were used for total RNA extraction.

Total RNA was isolated using the TRIzol reagent (Invitrogen, Carlsbad, CA) and purified with RNeasy column (Qiagen, Valencia, CA). RNA concentration and purity were analyzed with Nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE), with the spectral absorption at 260 and 280 nm. RNA integrity was assessed with Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). All RNA samples had RNA Integrity Numbers (RIN) of 8.4 or higher and 28S/18S ratio of 1.5 or higher.

RNA samples were pooled for microarray. For water-only group, nine mice were used to make three pools, with three equal amounts of RNA samples per pool. For alcohol group, nineteen mice were used to make nine pools, with one to three equal RNA samples per pool, where samples A1-A3 had mice with relatively less alcohol consumed and samples A4-A9 had mice with relatively more alcohol consumed (Additional file 4: Table S3).

The microarray study was carried out as mono-color experiment. Total RNA was Cy3 labeled according to Agilent’s Low RNA Input Fluorescent Linear Amplification Kit and hybridized onto Agilent Whole Mouse Genome 4 × 44 K G4122F microarrays containing 43,604 probes as described in the manufacturer's protocol. Slides were scanned (Agilent G2505B) at 5 μm resolution using an extended dynamic range protocol, and images were processed with Agilent Feature Extraction software 9.5. Within-array normalization was performed using the “Background detrending” software (Agilent). The non-uniform outlier features (spots) were removed and the intensity values were transformed to a log base 2 scale. The microarray data have been deposited in Gene Expression Omnibus with the accession code GSE42770.

### Microarray data analysis

The spots with low signal noise ratio (<2) were automatically eliminated, and only “perfect value” of those genes present in > 50% samples in each group were applied in further analysis. Principal component analysis (PCA) was used to summarize gene expression profiles between groups. Differentially expressed genes (DEGs) were determined by comparing with the control group, using a corresponding *t*-test with the significance level set at *p*-value < 0.05 and *q*-value (false discover rate) at < 0.05 [90]. Hierarchical clustering and visualization were performed using Cluster 3.0 and TreeView software (M. B. Eisen Laboratory, Stanford University, Stanford, CA). Average linkage with the uncentered correlation similarity metric was used for the clustering of samples. Pathway analysis was carried out using DAVID Functional Classification tool [91], the open source pathway resources of Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/) [92], and the Web-based Gene Set Analysis Toolkit (WebGestalt) [93].

### Real-time PCR

Based on our analysis of significant biological pathways that are associated with the identified differentially expressed genes, real-time PCR was used to verify the status of differential expression and to exclude false positives. For internal control, we initially evaluated two genes (β-actin and glyceraldehyde-3-phosphate dehydrogenase, or Gapdh). Both β-actin and Gapdh showed stable expression in each sample in the microarray, therefore they both qualified as internal control at this point. 

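β-actin (Actb), on its brightest probe, which the array files place on chromosome X of mm9 (148868817 to 148868876), was at 2.22 ± 0.03 (SD, n = 3) in water and 2.25 ± 0.11 (SD, n = 9) in alcohol arrays on the log2 scale, with an SD of 0.10 over the 12 arrays. Its log2 ratio of alcohol to water was 0.03 (standard error 0.07; exact permutation p = 0.618, 2-sided). Gapdh was at 6.11 ± 0.08 (SD, n = 3) in water and 6.15 ± 0.09 (SD, n = 9) in alcohol arrays, with an SD of 0.08 over the 12 arrays and a ratio of 0.04 (standard error 0.06; exact permutation p = 0.505, 2-sided). The Gapdh ratio was -0.04 with quantile normalization, so its sign depends on the scaling. A second probe of Actb, on chromosome 5 (143665245 to 143665304), fell by 0.12, with an SD of 0.18, and a second probe of Gapdh rose by 0.08.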

From there, we used qRT-PCR to measure both genes’ expression levels in our samples (C1-C3, A1-A9), utilizing the NormFinder program [94]. The NormFinder software adopts a model-based variance estimation approach to identify genes suited for normalization, and provides a rank order according to gene’s expression stability. According to this program, β-actin was identified as the more stably expressed gene, and was therefore selected as reference gene for gene expression normalization in the qRT-PCR experiment. The sequences of the primers for the target genes and the internal control gene (β-actin) are listed in Additional file 5: Table S2.

For cDNA synthesis, oligo(dT) primers, 2 μg of each total RNA sample used in microarray experiment, and the Superscript II reverse transcriptase (Invitrogen) were used, following the guidelines of the manufacturer. cDNA samples were placed on ice and stored at -20°C until further use. Prior to the analysis, 20 μl of each cDNA sample was diluted with 360 μl of MilliQ water. qPCR reactions were performed with the Prism 7900 Sequence Detection System (Applied Biosystems, Foster City, CA). For each reaction, 1 μl of each diluted cDNA sample was added to a mixture containing 10 μl of 2 × SYBR green II qRT-PCR kit (Toyobo, Osaka, Japan), 1 μl of each primer (5 μM), and 8 μl of MilliQ water. Cycling conditions were 10 min 95°C, followed by 40 cycles of 15 s at 95°C and 1 min at 60°C. After cycling, a melting protocol was performed with 15 s at 95°C, 1 min at 60°C, and 15 s at 95°C, to control for product specificity.

The fold change (FC) in target gene cDNA relative to selected endogenous control gene was determined as follows: FC = 2^-∆∆Ct^, where ∆∆Ct = (Ct_Target_ - Ct_Control_)test - (Ct_Target_ - Ct_Control_)control. Ct values were defined as the number of the PCR cycles at which the fluorescence signals were detected. In qRT-PCR analysis, data are presented as mean ± SEM and analyzed with *t*-test by SPSS 13.0 (SPSS Inc, Chicago, IL).

### Statistics

Repeated measures two-way ANOVA with Bonferroni post tests was used to compare the two chronic alcohol groups (5% and 10%) in daily alcohol consumption. Repeated measures ANOVA with post test of Dunnett's multiple comparison test was used to compare daily alcohol consumption between the first time point and other time points. Unpaired t-test was used to compare the chronic alcohol and water-only control mice in locomotion and rearing behavior.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HZ, study design, literature search, chronic alcohol experiment, behavior experiment, behavior data analysis, statistical analysis, writing of the manuscript. KW, microarray gene expression experiment and data analysis, RT-PCR, statistical analysis, writing of the manuscript. YG and HS, microarray gene expression experiment and data analysis, RT-PCR. QX, chronic alcohol experiment, behavior experiment. MJ and GZ, study design, editing of the manuscript. HX, study design, microarray gene expression experiment and data analysis, editing of the manuscript. LY, study design, data analysis, writing manuscript, supervision of the study. All authors contributed to and have approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 List of differentially expressed genes identified in microarray analysis between chronic alcohol consumption and water-only control. Click here for file

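Table S1 lists one array probe per row with its gene symbol, the p of the authors' test and the fold change of alcohol over water. All 1900 listed probes passed the filters used here. Of these, 1892 had the paper's direction, and 988 had that direction and an unadjusted p under 0.05 in limma. With quantile normalization the counts were 1900 and 1237. No listed probe passed an adjusted p of 0.05, whether adjusted over all probes or over the list alone, and as the list was chosen on these arrays the latter is not independent evidence. With slide as a fixed block 65 listed probes kept the direction and an unadjusted p under 0.05.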

Additional file 2: Figure S1 Heat map of genes differentially expressed between chronic alcohol vs. control mouse hypothalamus samples. Gene expression values are color-coded according to the scale on the right. Displayed on top is the clustering display of differentially expressed genes using the unsupervised hierarchical clustering method. C1-C3: water-only control samples; A1-A9: chronic alcohol samples. Click here for file

Additional file 3: Table S4 Top 5 pathways from DAVID Functional Classification Analysis and Web-based Gene Set Analysis. Click here for file

Additional file 4: Table S3 Pooling of RNA samples from alcohol mice. Click here for file

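Table S3 gives, for each alcohol pool, its intake group and how many mice of the 5% and 10% alcohol groups it holds. The RNA of the mice in a pool was combined in equal amounts before labeling, so each array carries the mean of its pool, and the spread between arrays is one between pools of differing size. The array labels instead name low, early high and late high drinkers, and no link between these names and A1 to A9 is given.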

Additional file 5: Table S2 Sequences of primers for qRT-PCR. Click here for file

# Supplementary material for: Chronic alcohol consumption from adolescence-to-adulthood in mice - hypothalamic gene expression changes in the dilated cardiomyopathy signaling pathway
**Source:** BMC Neurosci. 2014 May 9;15:61. doi: 10.1186/1471-2202-15-61
**Supplement:** Additional file 1: Table S1 — List of differentially expressed genes identified in microarray analysis between chronic alcohol consumption and water-only control.

Supplemental Table S1. List of differentially expressed genes identified in microarray analysis between chronic alcohol consumption and water-only control, ordered by fold change values (largest to smallest)

# Supplementary material for: Chronic alcohol consumption from adolescence-to-adulthood in mice - hypothalamic gene expression changes in the dilated cardiomyopathy signaling pathway
**Source:** BMC Neurosci. 2014 May 9;15:61. doi: 10.1186/1471-2202-15-61
**Supplement:** Additional file 3: Table S4 — Top 5 pathways from DAVID Functional Classification Analysis and Web-based Gene Set Analysis.

Supplemental Table S4. Top 5 pathways from DAVID Functional Classification Analysis (top panel) and Web-based Gene Set Analysis (bottom panel), with DCM pathway highlighted and in italics.

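Both panels of Table S4 list KEGG pathways with a p-value for how many genes of the input list fall into each. Such an enrichment takes the gene list as given, so its p-values rest on how that list was chosen.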

| **Pathway name** | **KEGG ID** | ***P* value** |
| --- | --- | --- |
| ***Dilated cardiomyopathy*** | ***mmu05414*** | ***0.0089*** |
| Type II diabetes mellitus | mmu04930 | 0.0356 |
| Hypertrophic cardiomyopathy (HCM) | mmu05410 | 0.0635 |
| Focal adhesion | mmu04510 | 0.0669 |
| Leukocyte transendothelial migration | mmu04670 | 0.0841 |

| **Pathway name** | **KEGG ID** | ***P* value** |
| --- | --- | --- |
| MAPK signaling pathway | mmu04010 | 0.0005 |
| Type II diabetes mellitus | mmu04930 | 0.0032 |
| Long-term depression | mmu04730 | 0.0032 |
| ***Dilated cardiomyopathy*** | ***mmu05414*** | ***0.0039*** |
| Purine metabolism | mmu00230 | 0.0043 |

# Supplementary material for: Chronic alcohol consumption from adolescence-to-adulthood in mice - hypothalamic gene expression changes in the dilated cardiomyopathy signaling pathway
**Source:** BMC Neurosci. 2014 May 9;15:61. doi: 10.1186/1471-2202-15-61
**Supplement:** Additional file 4: Table S3 — Pooling of RNA samples from alcohol mice.

Supplemental Table S3. Pooling of RNA samples from alcohol mice

| Pool name | Alcohol consumption status | Number of mice from | |
| --- | --- | --- | --- |
| 5% alcohol | 10% alcohol |
| A1 | Less alcohol consumption | 3 | 0 |
| A2 | 1 | 2 |
| A3 | 1 | 2 |
| A4 | More alcohol consumption | 2 | 0 |
| A5 | 2 | 0 |
| A6 | 0 | 2 |
| A7 | 1 | 0 |
| A8 | 0 | 1 |
| A9 | 0 | 2 |

# Supplementary material for: Chronic alcohol consumption from adolescence-to-adulthood in mice - hypothalamic gene expression changes in the dilated cardiomyopathy signaling pathway
**Source:** BMC Neurosci. 2014 May 9;15:61. doi: 10.1186/1471-2202-15-61
**Supplement:** Additional file 5: Table S2 — Sequences of primers for qRT-PCR.

Supplemental Table S2. Sequences of primers for qRT-PCR

| **Symbol** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| Adcy1 | CTTCTGTGGGCTCCTTGTTC | CACCTGGCTTAGCAGAGACC |
| Adrb1 | CGGCCTTTCGTGTGTTTAAT | CACACCAAACCTGAGCTGAA |
| Cacna1d | AATTCGGGGTGTCATAACCA | CGATCATGCTTGCAGGAGTA |
| Des | CAAAGGGGTTCTGAAGTCCA | GAAAAGTGGCTGGGTGTGAT |
| Gnas | GGAGAGTCTGGCAAAAGCAC | TGGGGTAGGACATAGCGAAG |
| Igf1 | TGCAAAGGAGAAGGAAAGGA | TGTTTTGCAGGTTGCTCAAG |
| Itga4 | CACAGCCACGGGTCGAA | AGGTCTGGTTTGGATTCTTTCTGA |
| Prkx | ATGCTGAGAACCAACCCAAC | GCACAACTCTCCCTGGACTC |
| Sgcd | GCCATGACCATCTGGATTCT | TCGGGACTTGATTTCTTTGG |
| Tnni3 | CTATGACCTCCGTGGCAAGT | CCTCCTTCTTCACCTGCTTG |
| β-actin | ACTGCCGCATCCTCTTCCT | AACCGCTCGTTGCCAATAG |

How the deposited data were processed for this re-analysis (not part of the article)

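Gene expression was measured in the hypothalamus of male ICR mice on 12 Agilent 1-color arrays, with 3 pools of water-only mice and 9 pools of alcohol mice. The labels divide the alcohol pools into low, early high and late high drinkers, 3 each. Replicates are pools of 1 to 3 mice, and the 12 arrays share 3 slides of 4. Slide 1 was scanned on a later day than slides 2 and 3.

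The authors deposited the scanner output of each array, whose signal intensity had been corrected for background by Agilent Feature Extraction (version 10.5.1.1 in the files) and was on a linear scale, with no scaling between arrays. The authors also deposited a table of signal intensity per probe, on a linear scale, which gave the same counts of probes as the unscaled intensities. The paper's Methods name detrending of the background within each array, removal of non-uniform outlier spots, a log2 scale, removal of spots with a signal/noise ratio under 2, and presence in over 50% of samples of each group. Its text names no normalization between arrays. Paper and labels differ on the day of sacrifice (57 and 51) and on the lowest RNA integrity number (8.4 and 8), and neither changes a value here.

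The main values were log2 intensities minus the 75th percentile of the 43379 non-control spots of each array. Outlier spots and spots under a signal/noise ratio of 2 were set to missing, spots of 1 probe were averaged, and a probe was tested with values on at least 2 of 3 water and 5 of 9 alcohol arrays. The 75th percentile of the signal lay between 1512 and 1853. Between 29072 and 34398 spots per array were well above background. Of 41174 probes, 25097 had an accession in the mouse gene table of GRCm38.p6, used for names alone, and 3505 of them carried another symbol in the array files. Other probes kept the symbol of the files, and positions are those of mm9 as the array files give them.

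Alcohol and water arrays were compared with limma 3.58.1 in R 4.3.3, through lmFit and eBayes with Benjamini-Hochberg adjustment. Fold thresholds were 1.2 and 0.83. More was set against less alcohol (6 high drinker arrays against 3 low) and late against early high drinkers (3 against 3) in the same way. Single genes and shares of variance were tested by exact permutation. No fold is given for a probe that was not well above background on any array of a group. Figures were drawn with matplotlib 3.10.9.

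The probe of a gene was that of Table S1, or the probe with the highest mean over all arrays. The genes named were drawn from those of the paper's Results, Table 1, Methods and Background, the first and last of Table S1, and the 3 largest rises and 3 largest falls among annotated probes at an unadjusted p under 0.05. The latter needed a value on every array and every alcohol array on one side of every water array. Marker lists covered sex (Xist for female, 4 genes for male), pituitary, choroid plexus, blood, cortex, striatum, thalamus and white matter.

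The position of an array between water (0) and the other alcohol arrays (1) was the median over probes at an unadjusted p under 0.01, chosen without that array. Alternatives covered the background correction (normexp with offset 50), the scaling, the authors' table, the filters, slide and scan day as blocks, the methods' t-test and its form for unequal variances, the replicate number as a block, each array left out, the choice of probe, and the grouping of the alcohol arrays.

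The steps were tested on simulated data with the means and spreads of the real probes and 200 probes moved by 1 on the log2 scale. For alcohol against water, over 32376 probes, 140 of 200 passed an adjusted p of 0.05, with 6 unchanged probes. For more against less alcohol, over 32338 probes, 134 passed, and for late against early, over 32373 probes, 120 passed. A change of 1 on the log2 scale is larger than the fold thresholds ask for. It is also larger than the change found for any gene of Table 1. These counts thus do not tell how many smaller changes would pass. Nor do they tell how many would pass where slide and alcohol are confounded, as on the real arrays. No pair of arrays had identical values. The pathway enrichment was not rerun, and the real-time PCR and behavior were not analyzed here.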

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

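The tests of pituitary genes, dim probes, slide as a block for intake, and the splits of the intake comparisons were chosen after the results were seen. Far values were looked for in 55 measures over the 9 alcohol arrays, and 10 had one, where chance gives about 1 in 20, or 2.75.

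The array of low drinker pool 2 lay far from the other alcohol arrays in 6 of these measures. On principal component 1 it was at 86.4 and the nearest array at 30.9, a gap of 0.500 of the range. The lower quartile of its signal was 63.2 against 34.0 for the nearest array, a gap of 0.718. It was also highest for Itga4 (gap 0.562), Sgcd (0.4933), Tnni3 (0.503) and the male gene Uty (0.510), all on probes of low signal. A candidate explanation is a raised signal of dim probes on this array. With the brighter 50% of the probes alone the farthest array on component 1 was late high drinker pool 2, with a gap of 0.0468. Low drinker pool 2 lay at -7.27 there and no longer stood apart on that component. It is another axis than component 1 of all probes, and later components of the brighter probes were not examined. With the dimmer part low drinker pool 2 was again the farthest, with a gap of 0.502. The mice of this pool, and a true change in weakly expressed genes, stay open as untested biological explanations.

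Pomc lay at 5.01 in low drinker pool 1 and at 3.68 or less in the other alcohol arrays, a gap of 0.761 of the range. Pituitary tissue in the dissected hypothalamus may raise it. Of the 5 genes of the pituitary list, 2 were highest on that array, Gh by 3.05 and Prl by 1.07 on the log2 scale above the next array. Cga, Lhb and Tshb, well above background on all 12 arrays, were highest on others. A count of 2 genes highest there and 3 not cannot tell pituitary tissue from a difference between the mice. Cga and Tshb were lowest in early high drinker pool 2, with gaps of 0.606 and 0.542. Gapdh was highest in early high drinker pool 1, at 6.34 against 6.18 for the nearest array, a gap of 0.539. No explanation of these 3 was tested, biological or technical.

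Between more and less alcohol, 6 probes passed an adjusted p of 0.05 in limma, named Mill2, 4933405O20Rik, Apol11b, 2310041K03Rik, AK083162 and Tank, whose names were chosen after their values were seen. All 6 were lower in the high drinkers, on probes well above background on 0 to 9 of 12 arrays. The filter asked for values on 5 of 9 alcohol arrays, not for a number in each intake group. With spots of low signal/noise ratio kept and not set to missing, 0 probes passed. Of 84 splits of the 9 alcohol arrays into 3 and 6, 2 gave as many as the 6, the real one among them. Chance alone is thus an unlikely source of the count with dim spots missing. Slide may be one, as with slide as a block 0 probes passed in limma (smallest adjusted p = 0.0763). The count at an unadjusted p under 0.05 did not fall, with 3815 against 3383 without the block. With slide as a block the 6 probes still had an unadjusted p of 3.5e-05 to 0.00094 in limma. That fit rests on slide 2, with 2 arrays of each group and low drinker pool 2 among them, so slide and intake cannot be told apart here. Leaving out low drinker pool 1 gave 965 probes, low drinker pool 3 gave 97 and low drinker pool 2 gave 0. Early high drinker pool 2 or 3 or late high drinker pool 1 left out also gave 0. So did water pool 2 or 3, which are not part of this comparison. Any other array left out gave 1 to 6 probes. Intake itself stays open.

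Between early and late high drinkers, which the paper does not compare, 1 probe passed an adjusted p of 0.05, that of Olfr456, named after its value was seen. It was lower in late high drinkers, and as its probe was well above background on 9 of 12 arrays alone, no fold is given. Of 10 splits of the 6 arrays, 3 gave as many, and 10 splits cannot exclude chance. Leaving out early high drinker pool 3, the one early pool on the slide of the late pools, gave 520 probes.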

How the results depend on the processing

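Choices and alternatives were set before the data were examined, except the joint fits of quantile normalization with a t-test, q-values, the dimmer Adrb1 probe and the brighter and dimmer parts of the probes, which were chosen after seeing the data. For each change below the cause was not tested unless stated. The count of 0 probes at an adjusted p under 0.05 in limma, with 1789 unadjusted, stayed at 0 in every alternative but slide as a fixed block, with 4, and scan day as a block, with 1. Those were Taok2, Gm5622, 9930033D15Rik and Pomc, and Pomc alone, named after their values were seen. Both fits draw the difference from low drinker pool 1 against water.

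Slide as a fixed block gave 681 probes at an unadjusted p under 0.05, 297 of them 20% higher, and 65 probes of Table S1. The alternative with the arrays of slide 1 alone was run as this same fit, with its spread, so its 681 is not a separate test. As a random block slide gave 514, 225 higher and 94 lower by 20%, and 282 of Table S1. Scan day as a block gave 543, 282 and 43 of Table S1. Under the fixed block and the scan day block, Gnas was at 0.13, Cacnb4 at -0.0501, Gapdh at -0.0649, Pomc at 1.33, Drd3 at -0.33 and Fos at -0.92, each with its sign reversed. Under the random block Pomc was at 0.30 and Fos at -0.23.

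Normexp gave 1105 probes, 286 higher and 124 lower by 20%, 655 of Table S1 and Gnrh1 at -0.0131. Quantile normalization gave 574 probes 20% lower, Gapdh at -0.0396 and Fos at -0.00251. The share on component 1 was 38.0% with it, 36.2% with no scaling, 36.2% with the authors' table, 35.6% with the filter at well above background and 27.0% in the brighter part of the probes. No scaling and the authors' table each gave 1246 probes 20% higher and 610 of Table S1. Of the probes at an unadjusted p under 0.05, 69.6% were higher with the 75th percentile, 50.2% with quantile normalization and 81.1% with no scaling.

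The methods' t-test gave 539 probes 20% higher, and its form for unequal variances gave 3667 probes and 1747 higher. Fitting 3 alcohol groups gave 1230 higher. Quantile normalization with a t-test chosen by the variances gave 467 lower and 1829 of Table S1. With the filter at well above background and dim spots kept it gave 417 higher, 366 lower and 1837 of Table S1, and both had Gapdh at -0.0396 and Fos at -0.00251. The brightest probe put Cacna1d at 0.0749 and Adcy1 at 0.11, both reversed. The dimmer probe of Adrb1, chosen after seeing the data, put it at -0.22, and at -0.36 with quantile normalization, against 0.0809 on the brightest.

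More against less alcohol gave 18 probes with normexp, 23 with no scaling or the authors' table, 31 with the filter at well above background, and 0 with quantile normalization, no filter, low spots kept or slide as a block. Early against late gave 0 with the filter at well above background, no filter or slide as a block. Low drinker pool 1 stood at 0.0325 between water and alcohol and at -0.0775 with normexp. Low drinker pool 2 stood at 2.41, and at 1.04 with normexp, 2.10 with quantile normalization, 2.76 with no scaling or the authors' table, 1.68 with the filter at well above background and 2.54 with no filter. Low drinker pool 3 stood at 0.93, and at 1.04 with no scaling or the authors' table.

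Leaving out each array gave 1169 to 2919 probes at an unadjusted p under 0.05, 443 to 1383 and 171 to 351 higher and lower by 20%, and 468 to 1139 of Table S1. The share on component 1 ran from 25.3 to 48.3%, more against less alcohol from 0 to 965 probes and early against late from 0 to 520. Positions ran from -0.000760 to 0.26 for low drinker pool 1, 1.31 to 2.82 for pool 2 and 0.75 to 1.61 for pool 3. Fos ran from -0.25 to 0.18 and Gnrh1 from -0.0940 to 0.13, so both changed sign. Actb and the named genes not listed here with a change of sign kept their direction in every alternative run. The shares of variance between groups and between slides kept their side of 0.05 in every alternative run.

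The replicate number as a replicate block gave 1751 probes. Of 18 same-numbered pairs of arrays 3 deviated together with a correlation over 0.1, so the pools share a number alone. The signal over background limits the genes of Table 1, of which Gnas, Adcy1, Itga4 and Sgcd were not well above background on every array on their Table S1 probes.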

Differences from the paper's values

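For counts of genes, a gap is called closed where neither value is more than 1.5 times the other. The paper gives 929 genes lower at an unadjusted p under 0.05, and 527 were found here. Among the alternatives set before the data were examined, the gap closed with quantile normalization (958), the median of detected probes (659), the t-test for unequal variances (966), 3 alcohol groups (824), and without low drinker pool 1 (757) or 2 (660). It stayed open under the others.

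The paper gives 411 genes 20% higher, and 794 were found here. The gap closed with the filter at well above background (546), slide as a fixed block (292), scan day as a block (278), the methods' t-test (520), and without water pool 1 (542), 2 (429) or 3 (569) or low drinker pool 3 (602), and under no other. The paper gives 340 genes 20% lower, and 214 were found here. That gap closed with the median of detected probes (242), no filter on dim probes (237), slide as a fixed block (282), 3 alcohol groups (294), and without water pool 1 (248) or low drinker pool 1 (286) or 2 (341), and under no other. Quantile normalization with a t-test chosen by the variances, the filter at well above background and dim spots kept, chosen after seeing the values, gave 973 genes lower, 399 genes 20% higher and 353 genes 20% lower, under which all 3 gaps closed. Without the filter and the dim spots that fit, also chosen after seeing the values, gave 1070, 621 and 452, and closed the first and last.

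The paper gives a fold change of 0.781 for Adrb1 on the array, and 1.06 was found on the probe of highest mean. A fold is said to differ where its direction is the other one, as here, or its log2 value lies further from the paper's than the SD between arrays. The alternatives set before the data were examined were all run on this probe, and under none did the fold fall under 1. The paper does not name its Adrb1 probe. The other Adrb1 probe, chosen after seeing the values, fell, with a fold of 0.859 here and 0.779 with quantile normalization, and neither differs by that rule.

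The Methods set a q-value threshold for differentially expressed genes. In limma 0 probes passed an adjusted p of 0.05, with 1789 unadjusted, and 0 passed as q-values or with the methods' t-test, where 1688 passed unadjusted. The paper states, from the arrays and from real-time PCR of the same RNA, that Gnas, Adcy1 and Cacna1d are down-regulated. Only the array part is set beside these values. On their Table S1 probes all 3 fell here too, with folds of 0.707, 0.943 and 0.814. Quantile normalization, set before the data were examined, reaches the paper's folds on these probes, with 0.585, 0.823 and 0.747. On other probes, those of highest mean, Gnas changed by -0.04, Adcy1 by 0.11 and Cacna1d by 0.07 on the log2 scale. Table S1 lists 409 symbols with a fold over 1.2 and 327 under 0.83, where the paper's text gives 411 and 340.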

Other observations

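The joint fit of slide and condition, the one-slide splits, the position test and the thalamus correlations were tests chosen after the results were seen. The number of probes between alcohol and water at an unadjusted p under 0.05 was as large in 28 of 100 splits of the arrays into 3 and 9 as in the real one, so chance cannot be excluded. For probes 20% higher it was 9 of 100 and for probes 20% lower 40 of 100. The splits gave 411 to 7321 probes.

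Slide is a candidate explanation of the difference between alcohol and water. On probes chosen without it, low drinker pool 1, on the slide of the water arrays, stood at 0.0325 between water (0) and the other alcohol arrays (1), while low drinker pools 2 and 3, on slide 2, stood at 2.41 and 0.93. Putting low drinker pool 1 in the place of a water array gave 2895, 3060 and 3205 probes, each more than the real 1789, and at least 12.9% of the variance, against 12.3%. Sets of 3 arrays from slide 2 against the rest gave 1643 to 7321 probes, and sets of 3 from slide 3 gave 2779 to 6934. With slide as a fixed block 681 probes passed. A single alcohol array on slide 1 carries this, and its mice may also differ from those of the other low pools, which stays untested.

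With slide and condition in 1 model, 433 probes passed an adjusted p of 0.05 for slide and 2 for condition in limma. Of the 9 ways to assign the low and early drinker arrays to these slides, the real one included, 2 gave as many probes for slide, so 9 ways cannot exclude chance.

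Alcohol minus water, the mean log2 difference was 0.01 for the male list, -0.20 for pituitary, -0.36 for choroid plexus, -0.32 for blood, 0.09 for cortex, -0.06 for striatum, 0.23 for thalamus and 0.13 for white matter. No list passed 0.05 in the exact permutation test before or after adjustment over the lists. Xist was well above background on 1 of 12 arrays, and the 4 male genes on all 12. Of the thalamus list, Prkcd ranged from -1.24 to 2.13, with the lowest value in low drinker pool 1 and the highest in late high drinker pool 3. Thalamic tissue in the dissected hypothalamus may cause it. Over 12 arrays Prkcd correlated with Tcf7l2 at r = 0.844 (rho = 0.832; permutation p = 0.000620 and 0.00133) and with Rora at r = 0.956 (rho = 0.944; permutation p = 1.0e-05, the smallest it can give, and 5.0e-05). Without the 2 extreme arrays r was 0.736 and 0.957. All 3 genes are well above background in every array, so a difference within the hypothalamus stays open.

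Of the genes named in the Background, Pomc changed by -0.06, Npy by 0.20, Fos by 0.01, Gnrh1 by 0.01 and Drd3 by 0.85 on the log2 scale, and the signs of Pomc, Fos, Gnrh1 and Drd3 changed in some alternatives. Without low drinker pool 1, where it was at 5.01, Pomc changed by -0.24. The Table S1 probe of Fam199x, first in the list, lay between -2.05 and 1.64 over the alcohol arrays, against a water mean of -2.16, and its other probe changed by 0.05. Cyp2j5, last in the list, fell by 1.24. Against water, limma gave 0 probes at an adjusted p under 0.05 for low drinkers (1780 unadjusted) and 204 for early high drinkers (3587 unadjusted). For late high drinkers it gave 0 (5987 unadjusted). The 2 high drinker groups are not shown to differ by these counts. No array of the high drinkers shares a slide with water, so slide and condition cannot be told apart there.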
